# T-Cells Null for the MED23 Subunit of Mediator Express Decreased Levels of KLF2 and Inefficiently Populate the Peripheral Lymphoid Organs

**DOI:** 10.1371/journal.pone.0102076

**Published:** 2014-07-23

**Authors:** Lawryn H. Kasper, Tomofusa Fukuyama, Paul K. Brindle

## Abstract

MED23, a subunit of the Mediator coactivator complex, is important for the expression of a subset of MAPK/ERK pathway-responsive genes, the constituents of which vary between cell types for reasons that are not completely clear. MAPK/ERK pathway-dependent processes are essential for T-cell development and function, but whether MED23 has a role in this context is unknown. We generated *Med23* conditional knockout mice and induced *Med23* deletion in early T-cell development using the lineage specific *Lck-Cre* transgene. While the total cell number and distribution of cell populations in the thymuses of *Med23^flox/flox^;Lck-Cre* mice were essentially normal, MED23 null T-cells failed to efficiently populate the peripheral lymphoid organs. MED23 null thymocytes displayed decreased expression of the MAPK/ERK-responsive genes *Egr1*, *Egr2*, as well as of the membrane glycoprotein *Cd52* (CAMPATH-1). MED23 null CD4 single-positive thymocytes also showed decreased expression of KLF2 (LKLF), a T-cell master regulatory transcription factor. Indeed, similarities between the phenotypes of mice lacking MED23 or KLF2 in T-cells suggest that KLF2 deficiency in MED23 null T-cells is one of their key defects. Mechanistic experiments using MED23 null MEFs further suggest that MED23 is required for full activity of the MAPK-responsive transcription factor MEF2, which has previously been shown to mediate *Klf2* expression. In summary, our data indicate that MED23 has critical roles in enabling T-cells to populate the peripheral lymphoid organs, possibly by potentiating MEF2-dependent expression of the T-cell transcription factor KLF2.

## Introduction

While certain histone N-terminal tail modifications and coactivator recruitment events correlate well with gene expression on a genome-wide scale, mutagenesis studies to test their roles directly have often produced unexpectedly modest or specific effects (reviewed in [1], [2]). This apparent paradox indicates that target gene context is a critical, but still poorly understood aspect of transcriptional regulation. Coactivator context specificity has been evident, for example, since early descriptions of yeast mutants that affect amino acid biosynthesis, mating type switching, and sucrose fermentation; phenotypes that were later ascribed to mutations in “global” coactivators (e.g. GCN5, SWI/SNF). In mammals, the problem of coactivator functional specificity has been illuminated by the use of mice and cells with domain-specific or tissue-specific conditional-null mutations in coactivator genes [3]–[14].

Multi-subunit coactivator complexes, such as Mediator, represent another dimension of the “context paradox.” The large Mediator complex, and its variants, interacts with RNA polymerase II and forms part of the general transcriptional machinery [15], yet mutation or knock-down of individual subunits in mice and cells have revealed curiously distinct phenotypes [16]. Indeed, it has previously been shown that expression of the same target gene can have a different requirement for the MED23 subunit in different cell types, even in response to the same signal [17]. These kinds of context-dependent functionalities of Mediator and its subunits are perplexing, and understanding how and why they occur remains a challenge [18].

MED23 (SUR2, DRIP130, CRSP3) is a ∼130 kDa subunit of Mediator that was initially identified in a screen for suppressors of an activated RAS induced phenotype in *C. elegans* where it was determined to act downstream in the RAF/MAPK pathway [19]. Studies of *Med23* knockout ES cells and MEFs confirm that MED23 loss affects the RTK-RAS-RAF-MEK-ERK axis, resulting in decreased serum-responsive gene expression and defective MAPK-dependent transactivation by ETS transcription factor family members, ELK1 and to a lesser degree, ETS1 and ELK4 (SAP1) [17],[20]. In line with these results, MED23 has been shown to be important in ELK1-dependent adipogenesis [21],[22], and the proliferation of non-small cell lung cancers with activating mutations in RAS [23].

The RTK-RAS-RAF-MEK-ERK axis of the MAPK pathway plays important roles in normal T-cell development and function that include signaling through the T-cell receptor (TCR), regulating thymocyte positive selection, and T-cell homeostasis [24]–[30]. While MAPK-dependent ETS family transcription factors that require MED23 for full transcriptional activity in MEFs or ES cells are necessary for normal T-cell development [31], cell type context clearly influences which target genes display MED23 dependence [17]. This made it unclear how MED23 deletion would impact T-cells. Using a T lineage specific knock out of *Med23*, we found that while MED23 null thymocyte numbers and proportions are essentially normal, the number of MED23 null T-cells in the periphery is reduced. We discovered a novel requirement for MED23 in the expression of KLF2, a T-cell master regulatory transcription factor [32]. Mechanistic experiments in MEFs suggest that MED23 is required by the transcription factor MEF2 to directly regulate *Klf2* expression.

## Materials and Methods

### Mice

*Med23* conditional knock out mice were generated by inserting LoxP sites into the introns flanking the region containing exons 5, 6 and 7 of *Med23* (encoding amino acids 96 to 199) using a transposon based system reported previously [11]. The *Lck-Cre* transgenic mice were originally reported in Hennet *et al.* [33]. For some experiments, mice also contained an eYFP reporter transgene that was expressed after Cre-mediated recombination [34]. All mouse experiments followed protocols approved by the St Jude Animal Care and Use Committee.

### Mouse embryonic fibroblasts (MEFs)

*Med23^flox/flox^* embryos homozygous for LoxP conditional alleles of *Med23* and wild type littermate control embryos were harvested at e14.5 to produce mouse embryonic fibroblasts (MEFs) that were maintained in 3% oxygen to delay the onset of senescence [35]. Primary MEFs were transduced with adenovirus expressing cre recombinase (MOI 100) for 16 h and experiments were performed four days after transduction. Recombination of the flox sites in *Med23* was confirmed by semi-quantitative genomic PCR and western blot.

### Genotyping

PCR to check genotype and allele recombination was carried out with a three primer reaction (Primer 1: ATTCATGGCCAACACAGCCC, Primer 2: GCCCAAAGCTGTGTTCTTTCCC and Primer 3: CACTGAGTGTGGCAGCTCATG) using Qiagen reagents including Q solution (Cat. # 201207) at 94°C 5 min followed by 30 cycles of (94°C 10 sec; 60°C 1 min; 68°C 2 min) with a final extension of 72°C 10 min and bands representing the wild type allele (∼1.1 kb), the LoxP flanked unrecombined allele (∼1.35 kb) and the recombined LoxP allele (∼1.8 kb) were resolved on a 1.2% agarose gel.

### Flow cytometry, FACS and MACS cell sorting

Flow cytometry was performed on BD Biosciences FACS Calibur and FACS LSR instruments. FACS of CD4^+^ or CD8^+^ single positive thymocytes was performed on a BD Biosciences Aria. All antibodies were from Becton Dickenson. For some experiments CD4^+^ single positive thymocytes were enriched using MACS biotin beads (Miltenyi) and anti-CD8 antibody (Miltenyi) to remove the CD8 expressing single positive and CD4^+^/CD8^+^ double positive thymocytes.

### Proliferation assay

Single cell suspensions of total thymocytes were seeded at 0.25×10^6^ cells per well of a 96 well plate. Anti-CD3 (10 µg/ml) and anti-CD28 (10 µg/ml) antibodies were immobilized in wells as noted by incubating for 90 min at 37°C, then the wells were washed three times with PBS prior to use. Cells were allowed to proliferate for 44 hrs at 37°C, then 1 µCi ^3^H thymidine was added to each well and cells were allowed to proliferate a further 18 hrs before the cells were harvested onto a filter, washed and counted.

### TUNEL assay

Frozen sections of thymus and spleen were fixed for 20 min at room temperature with 4% paraformaldehyde in PBS, then washed and incubated in PBS for an additional 30 min. Sections were permeabilized (0.1% Triton X-100/0.1% sodium citrate) for 2 min at 4°C, washed twice with PBS and incubated for 1 hr at 37°C with the TUNEL labeling mixture from the Roche In Situ Cell Death Detection Kit, TMR red (Cat. No. 12156792910). Slides were washed with PBS, stained with DAPI and imaged. As a positive control, one frozen section was incubated with 1 µg/ml DNaseI for 10 min at room temperature prior to TUNEL labeling.

### Gene expression

RNA was isolated using Trizol (Life Technologies). Microarray platforms used were Affymetrix Murine Genome U74A Version 2 Array and were analyzed using Spotfire software (TIBCO). RNA from thymocytes was isolated immediately following FACS or thymocytes were rested for 4 hrs after harvest then plated for 3 hrs with plate bound αCD3 antibody as indicated in figure legends. Array data were deposited with GEO (GSE 57061). Reverse transcriptase reactions were performed using Superscript II (Life Technologies). qPCR was performed on an MJ Research Opticon real time machines using Quantitect SYBR Master Mix (Qiagen).

### Antibodies

The KLF2 (LKLF) rabbit polyclonal antibody was provided by Jeffrey Leiden and Laurie Glimcher and was originally published in [36]. The MED23 rabbit polyclonal antibody was generated against a synthetic peptide corresponding to mouse MED23 residues 897–916 (based on human MED23 residue numbering) crosslinked to KLH. It is available from Rockland (DRIP130 antibody, Cat. # 100-401-239).

### Plasmids and transient transfection assays

The mouse −215 *Klf2* promoter construct (pGL3-*Klf2*-pro) and the GAL4-KLF2 construct containing amino acids 1–88 of mouse KLF2 fused to the GAL4 DNA binding domain were provided by Jerry Lingrel [37],[38]. The MEF2 site in the *Klf2* promoter reported in Kumar *et al.* [39] was mutated in the mouse pGL3-*Klf2*-pro (ctaAATTtag to ctaTCGGtag) to yield pGL3-*Klf2*-pro-mut. The GAL4-MEF2C construct was made using the pM1 GAL4 DBD containing vector backbone [40] (Clontech). The full length MEF2C cDNA was PCR amplified from a cDNA library made from Universal Mouse Reference RNA (Stratagene). Transient transfection assays using MEFs were performed as previously described using the Promega Dual Luciferase Reporter Assay Kit where reporter gene luciferase activity is normalized to cotransfected *Renilla* luciferase reporter activity [8].

## Results

### MED23 null T-cells develop normally, but are defective in populating the periphery

We generated mice bearing a conditional knockout allele of *Med23* by inserting LoxP sites in the introns flanking the region containing exons 5, 6 and 7 of *Med23* encoding amino acids 96 to 199 (Figure S1A). Cre-mediated recombination of the LoxP sites in the *Med23^flox^* allele would result in a frameshift if exons 4 and 8 spliced fortuitously. Using an *Lck-Cre* transgene that deletes during the DN4 stage of T-cell development [33],[41], we produced *Med23^flox/flox^;Lck-Cre* mice to assess the role of MED23 in T-cells. Efficient recombination of the *Med23^flox^* alleles in the thymuses of *Med23^flox/flox^;Lck-Cre* mice (Figure S1B) resulted in a near total loss of MED23 protein (Figure S1C).

In *Med23^flox/flox^;Lck-Cre* mice with efficient deletion in the thymus (Figure S1B and S1C), the proportions of CD4 CD8 double negative (DN), double positive (DP) and single positive cells were normal (Figures 1A and S2A). While the *Lck-Cre* transgene itself caused a modest reduction in thymocyte number, *Med23^flox/flox^;Lck-Cre* mice had similar thymocyte counts to mice with the *Lck-Cre* transgene alone (Figure 1B).

**Figure 1:**
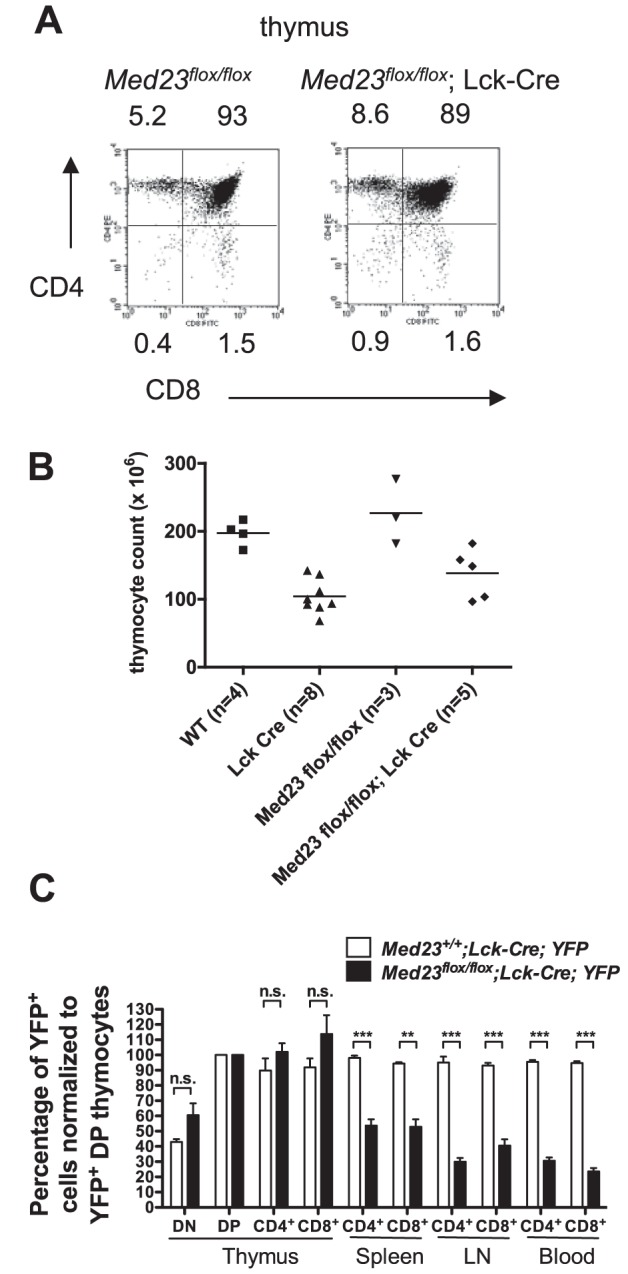
*Med23^flox/flox^*;*Lck-Cre* mice have normal thymic populations, but MED23 null T-cells poorly populate the peripheral lymphoid tissues. **A**, FACS analysis of thymus from *Med23^flox/flox^* (control) and *Med23^flox/flox^;Lck-Cre* mice showing CD4 and CD8 subpopulations. **B**, Total thymocyte counts from 5–8 week old mice. Note that the *Lck-Cre* transgene alone decreases the total number of thymocytes. **C**, Flow cytometry for deleted (YFP^+^) T-cells. Since mice have differing overall deletion efficiencies, deletion percentage for each T-cell type and compartment was normalized to the deletion in double positive (DP) thymocytes for each animal. *Med23^+/+^;Lck-Cre;YFP*, N = 2. *Med23^flox/flox^;Lck-Cre;YFP*, N = 7. Mean +/−SEM. Asterisks indicate significance of two-tailed unpaired t test. * P<0.05, ** P<0.01, *** P<0.001. n.s. not statistically significant.

To further assess the MED23 null T-cell populations in the thymus and peripheral lymphoid organs, we utilized an *eYFP* transgene that is turned on by Cre-mediated recombination [34] and marks cells where the *Lck-Cre* transgene is expressed. We then determined the percentage of YFP^+^ cells in the thymus, spleen, lymph nodes and blood of *Med23^+/+^;Lck-Cre;YFP* (control) and *Med23^flox/flox^;Lck-Cre;YFP* mice by flow cytometry (Figure 1C shows average percentage of YFP^+^ cells normalized to YFP^+^ DP thymocytes for each mouse; see Table S1 for unnormalized YFP percentages). In *Med23^+/+^;Lck-Cre;YFP* control mice the percentage of YFP^+^ T-cells remained constant between the thymus and peripheral lymphoid organs (Figure 1C, Table S1, *N* = 2 control mice). However, for *Med23^flox/flox^;Lck-Cre;YFP* mice, the percentage of YFP^+^ (*Med23* null) T-cells compared to DP thymocytes, was significantly reduced in spleen, lymph nodes and blood (Figure 1C, Table S1, *N* = 7 mutant mice; *P* = 0.0035 to <0.0001). For both *Med23^+/+^;Lck-Cre;YFP* and *Med23^flox/flox^;Lck-Cre;YFP* mice the percentage of YFP^+^ DP thymocytes was comparable to the percentage of YFP^+^ CD4 and CD8 single positives (Figure 1C, Table S1). This indicates that loss of MED23 does not result in a block in thymocyte maturation from double positive to single positive cells. The DN thymocyte compartment had a reduced percentage of YFP^+^ T-cells for both *Med23^+/+^;Lck-Cre;YFP* and *Med23^flox/flox^;Lck-Cre;YFP* mice (Figure 1C), reflecting that the *Lck-Cre* transgene does not turn on until the DN4 stage of development [33],[41]. Consistent with this data, in *Med23^flox/flox^;Lck-Cre* mice with very high deletion in the thymus, a decrease in the ratio of T-cells (CD3^+^) to B-cells (B220^+^) in spleen, lymph node and blood compared to *Med23^flox/flox^* control mice was evident (Figure 2, Figure S2A). In *Med23^flox/flox^;Lck-Cre* mice with more modest *Med23* deletion in the thymus this deficit in peripheral T-cell numbers was not seen, as the number of undeleted T-cells in the thymus was sufficient to completely populate the periphery (Figure S2A–C, compare mouse with poor deletion (#2) to mice with high deletion (#1,3 and 4)).

**Figure 2:**
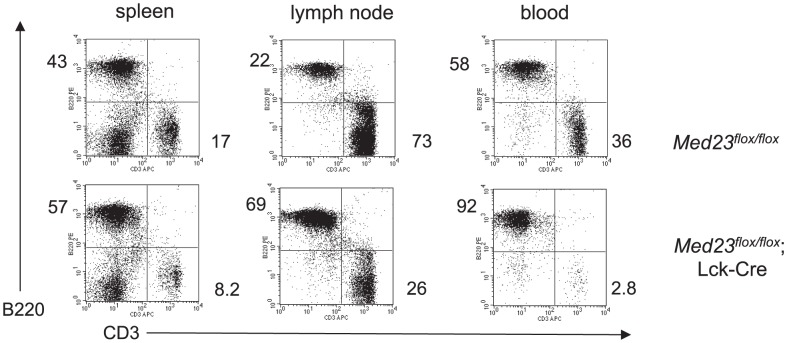
Mice with efficient deletion of *Med23* exhibit decreased T-cell numbers in the peripheral lymphoid organs. Flow cytometric analysis of spleen, lymph node and blood from *Med23^flox/flox^* and *Med23^flox/flox^;Lck-Cre* mice showing proportions of CD3^+^ T-cells and B220^+^ B-cells. Flow cytometry from mouse shown is representative of phenotype seen in mice with greater than 95% deletion of *Med23* in the thymus.

### MED23 null T-cells do not display increased apoptosis

The deficit of MED23 null T-cells in the peripheral lymphoid organs, led us to investigate whether there was an increased rate of T-cell apoptosis in *Med23^flox/flox^;Lck-Cre* mice compared to controls. Increased apoptosis *in situ* was not apparent as TUNEL assays showed no difference between *Med23^flox/flox^;Lck-Cre* and *Med23^+/+^;Lck-Cre* mice in cryosections from either thymus or spleen (Figure 3).

**Figure 3:**
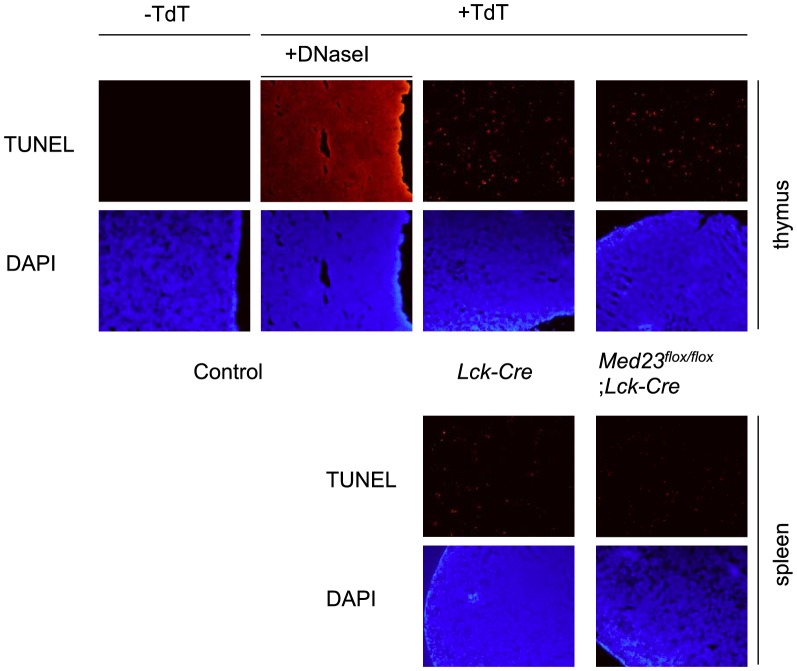
*Med23^flox/flox^;Lck-Cre* T-cells do not display increased apoptosis. TUNEL assay was performed on cryosections from thymus and spleen of *Med23^flox/flox^; Lck-Cre* and *Lck-Cre* control mice. A control section was treated with DNaseI prior to TUNEL staining (+TdT) as a positive control, and a cryosection that was not stained (−TdT) serves as a negative control.

### MED23 null thymocytes proliferate normally in response to activation, but display abnormal gene expression

The ERK/MAPK pathway is also known to be important in the activation of T-cells including their proliferative response [24],[29]. We next harvested total thymocytes from *Med23^+/+^;Lck-Cre* and *Med23^flox/flox^;Lck-Cre* mice and cultured them in the presence of plate-bound αCD3 antibody, or antibodies against both CD3 and CD28 (Figure 4A). We found that proliferation in response to αCD3 alone, or αCD3 and αCD28 together, was not significantly different in MED23 null thymocytes compared to controls (Figure 4A).

**Figure 4:**
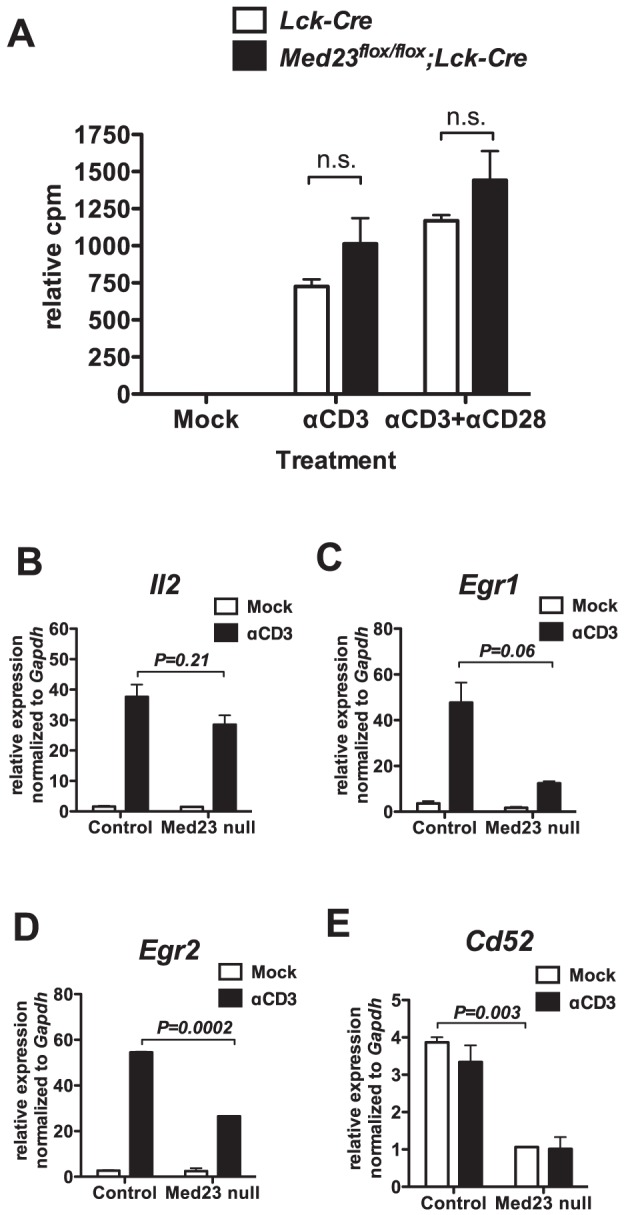
MED23 null thymocytes proliferate normally in response to stimulation, but have abnormal gene expression. **A** Total thymocytes were cultured in the presence of plate bound αCD3 and αCD28 antibodies (as indicated) for 44 hrs, then allowed to incorporate ^3^H thymidine for 18 hrs. Counts per minute (CPM) were normalized to the *Lck-Cre* Mock counts for each experiment. N = 2–3, Mean +/− SEM. Statistical analysis shown is Tukey post-test following one way ANOVA, n.s. not statistically significant. **B–E**, *Il2* (**B**), *Egr1* (**C**), *Egr2* (**D**), and *Cd52* (**E**) mRNA expression analyzed by qRT-PCR in *Med23^+/+^;Lck-Cre* (control) and *Med23^flox/flox^;Lck-Cre* (Med23 null) total thymocytes rested 4 hours after harvest, then mock treated or treated 3 hours *ex vivo* with immobilized αCD3. *Med23^flox/flox^;Lck-Cre* thymocytes showed greater than 90% deletion. N = 2, Mean +/− SEM. *P* values from two-tailed t-tests between αCD3 (B–D) or Mock (E) treated samples.

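Total thymocytes of 6 mice were hybridized to Affymetrix Murine Genome U74A Version 2 arrays. The controls were 2 *Med23+/+;Lck-Cre* and 2 *Med23 flox/flox* mice, and 2 *Med23 flox/flox;Lck-Cre* mice were the MED23 null group. Cells of each mouse were rested for 4 h and then kept for 3 h without stimulus (mock) or on plate-bound αCD3 antibody, which engages the T-cell receptor complex, so that each mouse gave 1 array per treatment and 12 arrays were measured.

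The *Med23* probe set had a mock signal of 365 ± 56.8 (SD, n = 4) in control and 238 ± 43.2 (SD, n = 2) in MED23 null thymocytes, a log2 difference of -0.53 (standard error 0.19, adjusted p = 0.621 from limma). After αCD3 its signal was 401 ± 75.3 (SD, n = 4) in control and 246 ± 9.27 (SD, n = 2) in MED23 null thymocytes. In both treatments every MED23 null array lay below every control array, but neither difference passed the test, and it is not known whether the probes lie in the deleted exons. Of 13 measured Mediator subunit genes, none passed the test in mock-treated cells, and the list did not differ from the other genes (camera, adjusted p = 0.288).

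The authors' values are MAS5 signals on a linear scale, and their trimmed means were already alike. As the legends of Tables S2 and S3 describe, each array was scaled by a trimmed mean to that of *Lck-Cre* replicate 1, mock, for which 2% was trimmed at each end and the factors differed from 1 by less than 0.01%. The detection calls by which the study chose probe sets were not used here. In their place, a mean signal of at least 100 in at least 1 of the 6 conditions was asked for, which kept 9478 probe sets after 66 control probe sets were left out. Induction was the log2 ratio of αCD3 to mock signal within each mouse, with 50 added to each signal. Inductions, and the genotypes within each treatment, were compared with limma, and p values were adjusted by the method of Benjamini and Hochberg over the 9478 probe sets with a threshold of 0.05. The lower quartile of the signals was 50.0 to 58.2 on 11 arrays and 85.2 on the αCD3 array of *Med23 flox/flox* replicate 1, whose mean correlation with the other arrays was 0.905, against 0.937 to 0.945 for the rest. The ratio of the 3' to the 5' actin control probe set, a sign of RNA quality, was 1.90 and 1.61 on the αCD3 arrays of the MED23 null mice and 1.35 to 1.41 on those of the 4 controls, whereas on the mock arrays it was 1.44 and 1.63 against 1.35 to 1.60. For *Gapdh* the ratio on the αCD3 arrays was 0.636 and 0.766 in the null mice and 0.599 to 0.648 in the controls. The number of arrays limits the precision. In simulated data with the observed spread, 69.8% of 2-fold inductions in control cells were recovered. Of differences in induction between MED23 null and control cells, 4% of 2-fold and 70.6% of 4-fold ones were recovered. Each run held 100 probe sets changed 2-fold and 100 changed 4-fold, more than were called in the real data. With fewer true changes these shares could be lower.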

We next activated *Med23^+/+^;Lck-Cre* and *Med23^flox/flox^;Lck-Cre* total thymocytes for 3 hours by exposure to plate-bound αCD3 antibody, followed by isolation of mRNA. *Il2* mRNA increased in response to TCR activation as expected and this induction was comparable in MED23 null and control thymocytes (Figure 4B). The known MED23 target genes, *Egr1* and *Egr2* were induced by T-cell activation and had reduced expression in MED23 null compared with control thymocytes (Figure 4C,D; *P* = 0.06 and 0.0002, *N* = 2). 

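In control thymocytes, αCD3 raised some genes of T-cell activation and of the immediate early response, 6 of 26 and 4 of 28 measured. *Nr4a1*, an orphan nuclear receptor of the immediate early response, was induced 12.1-fold ± 2.02 (SD, n = 4 mice, mean of the ratios within each mouse) with a log2 change of 3.41 (standard error 0.13, adjusted p = 0.000419). *Cd5*, a surface receptor that dampens T-cell receptor signals, was induced 6.81-fold ± 0.501 (SD, n = 4) with a log2 change of 2.67 (standard error 0.11, adjusted p = 0.000478). The chemokine gene *Ccl4* was induced 13.4-fold ± 3.96 (SD, n = 4) and *Egr2*, a zinc finger transcription factor, 12.7-fold ± 7.81 (SD, n = 4), with adjusted p = 0.00274 and 0.00808. With the pseudocount added to each signal, the log2 change of *Ccl4* was 2.76, below that of *Nr4a1* despite the larger ratio. The *Ccl4* ratio thus depends on the pseudocount, and its exact size cannot be read.

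In all, 14 probe sets rose and none fell at an adjusted p under 0.05 from limma, and 737 had an unadjusted p under 0.05, where chance gives 473.9. They included *Gadd45b*, a stress-inducible regulator (log2 2.18), *Itm2a* (1.91), *Nab2*, a corepressor of EGR proteins (1.80), *Cd6*, a receptor related to CD5 (1.64), *Nfatc1*, a transcription factor of calcium signalling (1.57), *Ier2* (1.55) and *Rrad* (1.34). A probe set not assigned to a single gene rose by a log2 value of 1.63. A probe set of *Tnfrsf9* (log2 1.41) and one of *Bcl2* (1.35) also passed, while another probe set of each gene had a log2 value of -0.20 and 0.10. Each of these 14 probe sets was higher after αCD3 in 4 of 4 control mice. *Egr1* (log2 2.17, standard error 0.26) and *Myc* (1.33, standard error 0.16) were each higher in 4 of 4 control mice but had an adjusted p of 0.0521.

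Of 26 measured genes of T-cell activation and of the NF-κB and NFAT response, 6 rose and none fell. When adjusted over the list alone, 19 were higher. The list was higher than the other genes (camera, adjusted p = 8.01e-26, and adjusted p = 0.00458 with an estimated correlation). With the *Lck-Cre* or the *Med23 flox/flox* controls alone, the call with an estimated correlation was lost (adjusted p = 0.134 and 0.228). With the preset correlation of 0.01 the list stayed higher in both cases (camera, adjusted p = 3.23e-22 and 3.61e-13), at median log2 values of 0.89 and 1.00. These fits held 2 control mice each, so the lost call does not show that either genotype lacked the induction. Of 28 measured immediate early and MAPK/ERK response genes, 4 rose and none fell (11 higher when adjusted over the list alone). Camera gave an adjusted p of 9.81e-10, and of 1.57e-08 and 2.15e-05 with the *Lck-Cre* or the *Med23 flox/flox* controls alone. With an estimated correlation the adjusted p was 0.0471. The latter call was lost with either control genotype alone (adjusted p = 0.179 and 0.676), with any mouse other than *Med23 flox/flox* replicate 1 left out (adjusted p from 0.0606 to 0.183), without a signal filter (0.0688) and with 10% trimmed scaling, chosen after seeing the data (0.0731). Of 13 interferon response genes none passed the test (3 higher when adjusted over the list alone), with *Irf1* at a log2 value of 1.46, and the list was higher at an adjusted p of 0.0111, which was lost with an estimated correlation (adjusted p = 0.173) and with the *Med23 flox/flox* controls alone (adjusted p = 0.318). Heat shock and stress genes, with *Hsph1* at 1.08, were higher at an adjusted p of 0.038, and not with an estimated correlation (adjusted p = 0.189) or with either control genotype alone (0.0796 and 0.318), with none of 12 past the test (1 higher when adjusted over the list alone). Of 12 genes of KLF2 and of T-cell egress and homing, 10 had a log2 value below 0 and none passed the test, with the homing receptor *Ccr7* at -0.69. *Klf2* stood at -0.98 over all controls, a mean that rests on the 2 *Lck-Cre* mice, since the *Med23 flox/flox* signals lay below 100 in both treatments and their induction could not be read. That list was lower at an adjusted p of 0.0236, and not with an estimated correlation (adjusted p = 0.183) or with the 2 *Med23 flox/flox* mice as the only controls (adjusted p = 0.532).

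Taking the mean of the 4 ratios, as in Table S2, 809 probe sets were induced at least 2-fold, and simulated data with no change gave a median of 180. With every control mouse required to reach 2-fold, 47 probe sets remained, and with medians 423. The 14 calls became 3 without *Lck-Cre* replicate 1 or *Med23 flox/flox* replicate 2, 4 without *Lck-Cre* replicate 2, 9 without each of the other 3 mice in turn and 0 with either control genotype alone, whereas a larger pseudocount, a higher signal filter or other models gave 27 to 64.

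**Figure D1:**
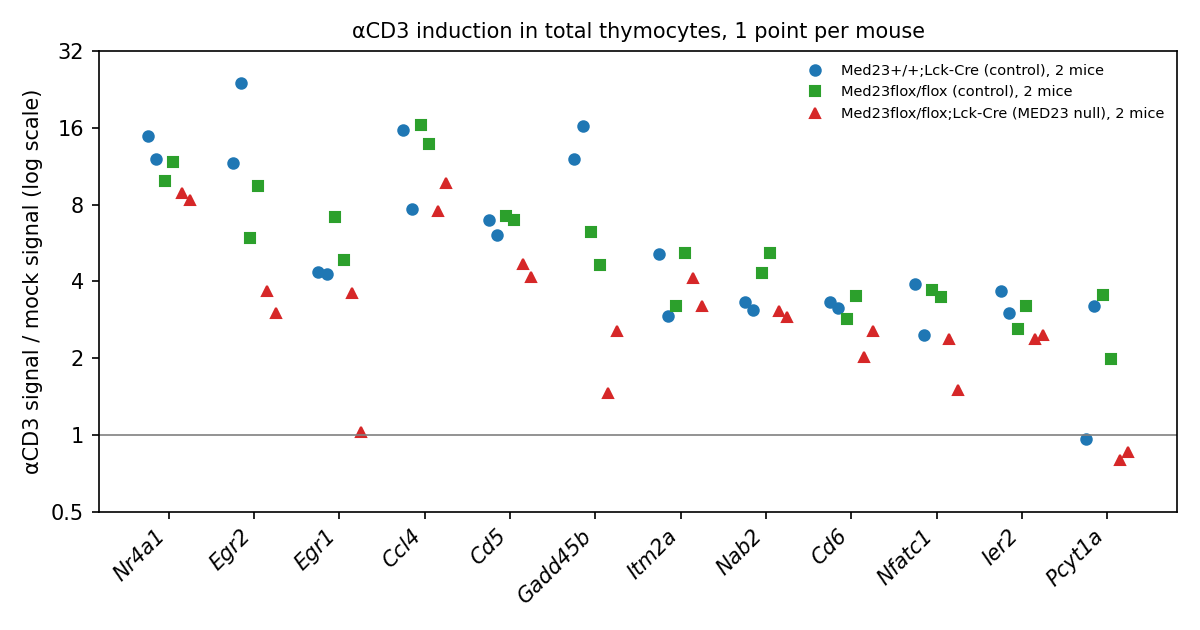
Ratio of αCD3 to mock signal on a logarithmic axis for 12 genes, with 1 point per mouse for the 2 *Lck-Cre*, 2 *Med23 flox/flox* and 2 MED23 null mice. For *Nr4a1* the ratios averaged 12.1 in control and 8.60 in MED23 null mice, and for *Cd5* 6.81 and 4.42.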

Microarray analysis revealed 26 genes that were induced at least two fold by αCD3 (Table S2). Seven of these genes displayed αCD3 inducible expression that was at least twofold lower in *Med23^flox/flox^;Lck-Cre* compared with control thymocytes (*Med23^+/+^;Lck-Cre* and *Med23^flox/flox^*), including *Egr1*, *Egr2*, *Cd5*, *Cd6*, *Nab2*, *Pcyt1a* and *Ier2*.

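After αCD3, the signals of these 7 genes in MED23 null thymocytes lay below those of all 4 control mice in both null mice. *Cd5* had a signal of 4452 ± 1056 (SD, n = 4) in control and 1410 ± 194 (SD, n = 2) in MED23 null thymocytes, a ratio of 3.16. For *Egr1*, a transcription factor induced through MAPK/ERK signalling, the signals were 1707 ± 392 (SD, n = 4) and 646 ± 144 (SD, n = 2), a ratio of 2.64. The ratio was 2.46 for *Nab2*, 2.36 for *Pcyt1a*, an enzyme of phosphatidylcholine synthesis, 2.21 for *Cd6*, 2.01 for *Egr2* and 1.98 for *Ier2*. In limma the log2 differences ranged from -0.93 (*Ier2*, standard error 0.20) to -1.60 (*Cd5*, standard error 0.24) with adjusted p from 0.394 to 0.605, so that none passed the test. The actin 3' to 5' ratio of the same 2 null arrays (1.90 and 1.61) also lay apart from that of all 4 control arrays (1.35 to 1.41), so RNA quality and genotype are not separated here.

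Induction within each mouse was also lower on average for each of the 7 genes. It was 2.31-fold ± 1.81 (SD, n = 2, with 3.59 and 1.03 in the single mice) for *Egr1* in MED23 null mice, against 5.17-fold ± 1.36 (SD, n = 4, lowest 4.27) in controls, and 3.34-fold ± 0.468 (SD, n = 2) against 12.7-fold ± 7.81 (SD, n = 4) for *Egr2*. For *Cd5* it was 4.42-fold ± 0.355 (SD, n = 2) against 6.81-fold, for *Nab2* 2.97-fold against 3.96-fold, for *Cd6* 2.29-fold against 3.20-fold, for *Ier2* 2.42-fold against 3.12-fold and for *Pcyt1a* 0.825-fold against 2.42-fold. The log2 differences in induction ranged from -0.38 (*Ier2*, standard error 0.22) to -1.48 (*Egr2*, standard error 0.38), and none of them passed the test of the difference. In mock-treated cells, *Cd5* was already 2.03 times as high in control as in MED23 null thymocytes, *Nab2* 1.81 times, *Cd6* 1.58 times and *Ier2* 1.54 times, while the ratio was 0.932 for *Egr1*, 0.912 for *Pcyt1a* and 0.685 for *Egr2*.

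In MED23 null thymocytes themselves, *Nr4a1* (8.60-fold ± 0.381, SD, n = 2), *Ccl4* (8.64-fold ± 1.52, SD, n = 2) and *Cd5* rose, and no other probe set passed the test (508 at an unadjusted p under 0.05). With the pseudocount added, the log2 change in these null cells was 2.51 for *Ccl4* and 2.93 for *Nr4a1*. The exact size of the *Ccl4* ratio therefore cannot be read. The list of T-cell activation genes was higher after αCD3 there (camera, adjusted p = 1.16e-16, and adjusted p = 0.0110 with an estimated correlation). Of its 26 members 2 rose, and *Ccl3* and *Tnf* had log2 values of 2.38 and 2.37. The call with an estimated correlation was lost with either control genotype alone (adjusted p = 0.202 and 0.2). With the preset correlation the list stayed higher with either control genotype (camera, adjusted p = 7.89e-15 and 5.73e-15). The call with an estimated correlation was also lost without either null mouse, which leaves a lone null mouse. The immediate early list was higher at an adjusted p of 3.52e-07, which was lost with an estimated correlation (adjusted p = 0.0835). Between genotypes, 21 of the 26 activation genes had a smaller induction in MED23 null cells, none past the test, and the list was lower at an adjusted p of 0.0231, with adjusted p = 0.393 with an estimated correlation. After αCD3 the activation list (4 members lower when adjusted over the list alone) and the immediate early list (4 lower and 1 higher when adjusted over the list alone) were lower in MED23 null cells at adjusted p = 0.000505 and 0.0148, and both calls were lost with an estimated correlation (adjusted p = 0.194 and 0.392). Of 11 mature single positive thymocyte markers, 10 were lower there as well (3 when adjusted over the list alone; camera, adjusted p = 0.000459, and adjusted p = 0.194 with an estimated correlation). *Tnfrsf4*, which encodes the costimulatory receptor OX40, had a signal of 265 ± 32.7 (SD, n = 4) in control and 74.3 ± 5.31 (SD, n = 2) in MED23 null cells, a log2 difference of -1.33 (adjusted p = 0.394). Since its null signals lay below 100, the exact size of this difference cannot be read. *Phlda1* (log2 1.33) and *Gzma*, a granule protease gene (log2 1.39, adjusted p = 0.394), were higher in the MED23 null cells without passing the test.

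No probe set passed limma's test of the difference in induction (smallest adjusted p = 0.452, with 486 at an unadjusted p under 0.05) or of the αCD3 signals (smallest adjusted p = 0.394, with 584), where chance gives 473.9. Groups without overlap were found for 13.5% of probe sets in induction and for 15.5% in the αCD3 signals, where chance gives 13.3%. Of the 809 probe sets induced at least 2-fold on average, 247 had a control signal at least 2 times that of MED23 null cells after αCD3. Simulated data with no change gave a median of 79, but held fewer induced probe sets (median 180). Choosing on control αCD3 signals also favours this direction by itself, so no conclusion is drawn from the excess. The 247 became 123 without *Med23 flox/flox* replicate 1, and 114 and 413 with only the *Lck-Cre* or only the *Med23 flox/flox* controls. They became 152 with quantile normalization, 87 with medians and 7 with every control mouse required to meet the rule. The activation list's lower induction and its lower αCD3 signal were not called with the *Med23 flox/flox* controls alone (adjusted p = 0.356 and 0.0918), nor was the immediate early list's lower αCD3 signal (adjusted p = 0.0918). In its discussion, the paper concludes that *Med23* is required for the expression of *Egr1*, and proposes that the lower *Egr1* expression may contribute to the smaller number of MED23 null T-cells in peripheral organs.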

### KLF2 expression is decreased in *Med23* null single positive thymocytes

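In mock-treated cells, *Cd52*, which encodes a glycoprotein anchored in the lymphocyte membrane, had a signal of 3814 ± 340 (SD, n = 4) in control and 1588 ± 121 (SD, n = 2) in MED23 null thymocytes. The control signal was 2.40 times that of the MED23 null cells, a log2 difference of -1.24 (standard error 0.16, adjusted p = 0.174 from limma), and both null arrays lay below all 4 control arrays. Markers of mature single positive thymocytes were mostly lower with it (9 of 11, with *Gata3* among the others at log2 0.22). As a list their call was lost with an estimated correlation (camera, adjusted p = 0.446). The lower ones included the homing receptor *Ccr7* (log2 -1.26, standard error 0.27, adjusted p = 0.328) and *Slfn1*, a gene of quiescent T-cells (-1.14, standard error 0.19, adjusted p = 0.22). *Gimap4*, a GTPase gene of lymphocyte survival, was lower as well (-0.98, standard error 0.25, adjusted p = 0.394). None of these passed the test over all probe sets.

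Of 11 measured markers of mature single positive thymocytes, 9 had a lower signal in MED23 null cells, 5 of them lower when adjusted over the list alone, with a median log2 difference of -0.91. The list was lower than the other genes (camera, adjusted p = 2.37e-06), a call that was lost with an estimated correlation (adjusted p = 0.446). Against the 2 *Med23 flox/flox* mice as the only controls the median was -0.23 (adjusted p = 0.00476). Of 12 genes of KLF2 and of T-cell egress and homing, 7 were lower (3 when adjusted over the list alone), at an adjusted p of 0.00253, and adjusted p = 0.446 with an estimated correlation, and this call was lost with the *Med23 flox/flox* controls alone (adjusted p = 0.0838). DP thymocyte markers were lower at an adjusted p of 0.0435, which was lost with an estimated correlation (adjusted p = 0.446) and with either control genotype alone (adjusted p = 0.222 and 0.0929), with *Dntt*, the terminal transferase of receptor rearrangement, at a log2 value of -1.03.

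Markers of other cells did not differ as lists. Camera gave an adjusted p of 0.398 for DN thymocyte markers, 0.256 for B-cell and MHC class II genes, 0.106 for myeloid, 0.256 for erythroid, 0.566 for thymic epithelial and stromal and 0.256 for NK and cytotoxic markers. Among their members *Gzma* stood at 1189 ± 157 (SD, n = 4) in control and 4089 ± 1041 (SD, n = 2) in MED23 null cells (log2 1.73, standard error 0.21, adjusted p = 0.174), and the erythroid genes *Hba-a1* and *Alas2* each at a log2 value of 1.00. The largest log2 difference among the probe sets with the largest test statistics was that of *Car4*, a carbonic anhydrase gene, at 1.80 (standard error 0.15, adjusted p = 0.0877, the smallest of this comparison).

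No probe set passed limma's threshold (701 at an unadjusted p under 0.05, 357 higher and 344 lower in MED23 null cells, where chance gives 473.9), and groups without overlap were found for 17.7% of probe sets, where chance gives 13.3%. A control mean over 2 times the MED23 null mean was found for 300 probe sets, and the opposite for 275. Simulated data with no change gave medians of 161 and 106. Between the control genotypes, with 2 mice against 2, 373 probe sets differed over 2-fold each way. With 2 mice against 2, 353 probe sets were lower and 455 higher in MED23 null than in *Lck-Cre* mice. Against *Med23 flox/flox* mice 322 were lower and 456 higher. Without a null mouse, 570 (replicate 1) or 636 (replicate 2) probe sets were over 2-fold lower, and 46 were when every control mouse had to meet the rule.

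**Figure D2:**
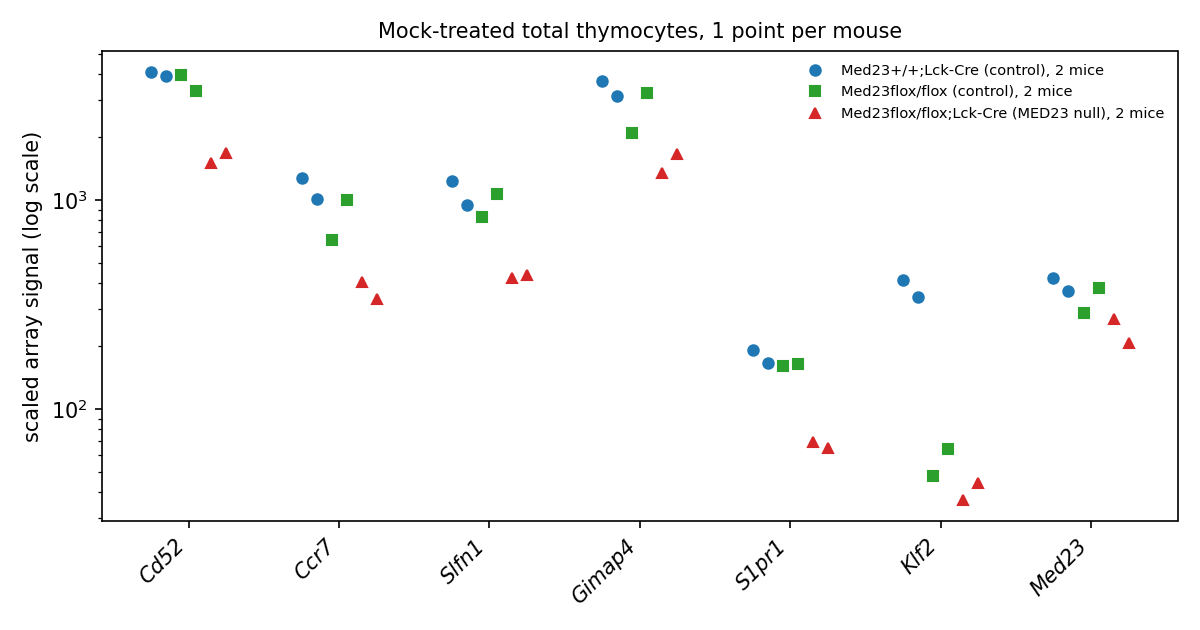
Scaled signals of mock-treated thymocytes on a logarithmic axis for 7 genes, with 1 point per mouse for the 2 *Lck-Cre*, 2 *Med23 flox/flox* and 2 MED23 null mice. For *Cd52* the controls lay between 3314 and 4077 and the MED23 null mice at 1502 and 1673. For *Klf2* both MED23 null mice lay below every control mouse. The *Klf2* signals of the *Med23 flox/flox* controls, 56.0 on average, lay near the 40.5 of the MED23 null mice.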

Interestingly, microarray analysis of the mock-treated thymocytes revealed that *Cd52* (CAMPATH-1) mRNA expression was decreased in MED23 null thymocytes compared to controls (Table S3). This defect in *Cd52* expression was confirmed by qRT-PCR (Figure 4E; *P* = 0.003, *N* = 2). *Cd52* has previously been shown to be a target of the transcription factor KLF2 [42] and there are distinct similarities between the phenotype of *Med23* null T-cells, and T-cells lacking *Klf2* (*Lklf*) or the KLF2 target gene, *S1pr1* (*Edg1*). All three of these mutant mice retain relatively normal thymic development, but the mutant T-cells have a reduced ability to populate the peripheral lymphocytic organs [36],[43] [46].

In the thymus, KLF2 is expressed predominantly in single positive (SP) thymocytes [36], so we isolated CD4 SP thymocytes from *Med23^+/+^;Lck-Cre* and *Med23^flox/flox^;Lck-Cre* mice and measured gene expression. We found that expression of *Klf2* mRNA was significantly downregulated in MED23 null CD4 SP thymocytes (Figure 5A; *N* = 8; *P* = 0.005) as was expression of the KLF2 target gene, *Cd52* (Figure 5B; *N* = 4; *P* = 0.01). The KLF2 target gene, *S1pr1* [42] also tended to be expressed lower in MED23 null CD4 SP thymocytes (Figure 5C; *N* = 8; *P* = 0.07). Importantly, KLF2 protein levels were also lower in MED23 null CD4 SP thymocytes compared to controls (Figure 5D).

**Figure 5:**
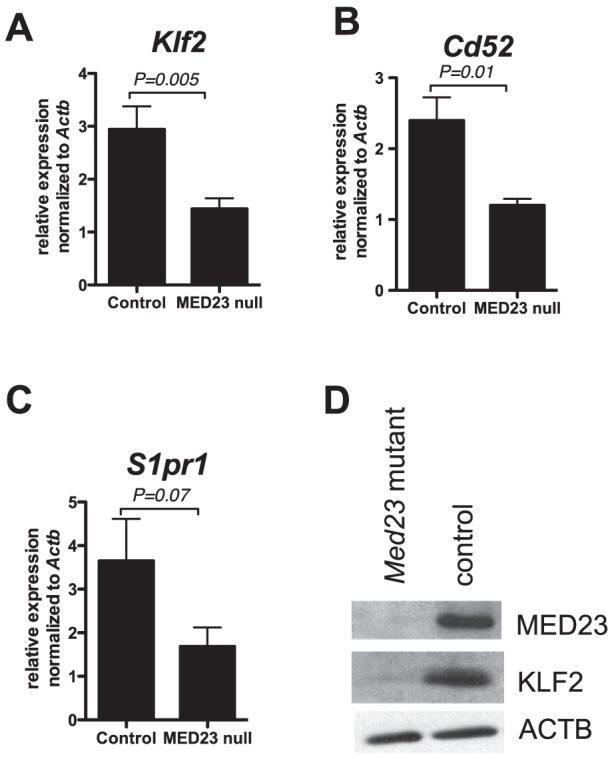
MED23 null single positive thymocytes express decreased KLF2. **A–C**, *Klf2* (**A**), *Cd52* (**B**) and *S1pr1* (**C**) mRNA expression in CD4^+^ single positive thymocytes; YFP^+^ *Med23^+/+^;Lck-Cre;YFP* or *Med23^+/+^;Lck-Cre* (control) and YFP^+^ *Med23^flox/flox^;Lck-Cre;YFP* or *Med23^flox/flox^;Lck-Cre* where deletion was greater than 90% (MED23 null) thymocytes. Two-tailed t test; N = 4–8; Mean +/− SEM. **D**, Western blot of MED23, KLF2 and ACTB (loading control) in whole cell extracts from YFP^+^ CD4 SP SP thymocytes from *Med23^+/+^;Lck-Cre;YFP* (control) and *Med23^flox/flox^;Lck-Cre;YFP* (mutant) mice.

### *Med23^Δflox/Δflox^* MEFs also have decreased *Klf2* expression

Using *Med23^flox/flox^* MEFs treated with adenovirus expressing Cre recombinase (Figure S3), we sought to further elucidate the regulation of *Klf2* expression by MED23. *Klf2* mRNA in MEFs is induced in response to serum and we found that both the basal (with 0.1% serum) and serum-induced (10% serum) expression of *Klf2* was attenuated by loss of MED23 (Figure 6A; *N* = 4, *P* = 0.02).

**Figure 6:**
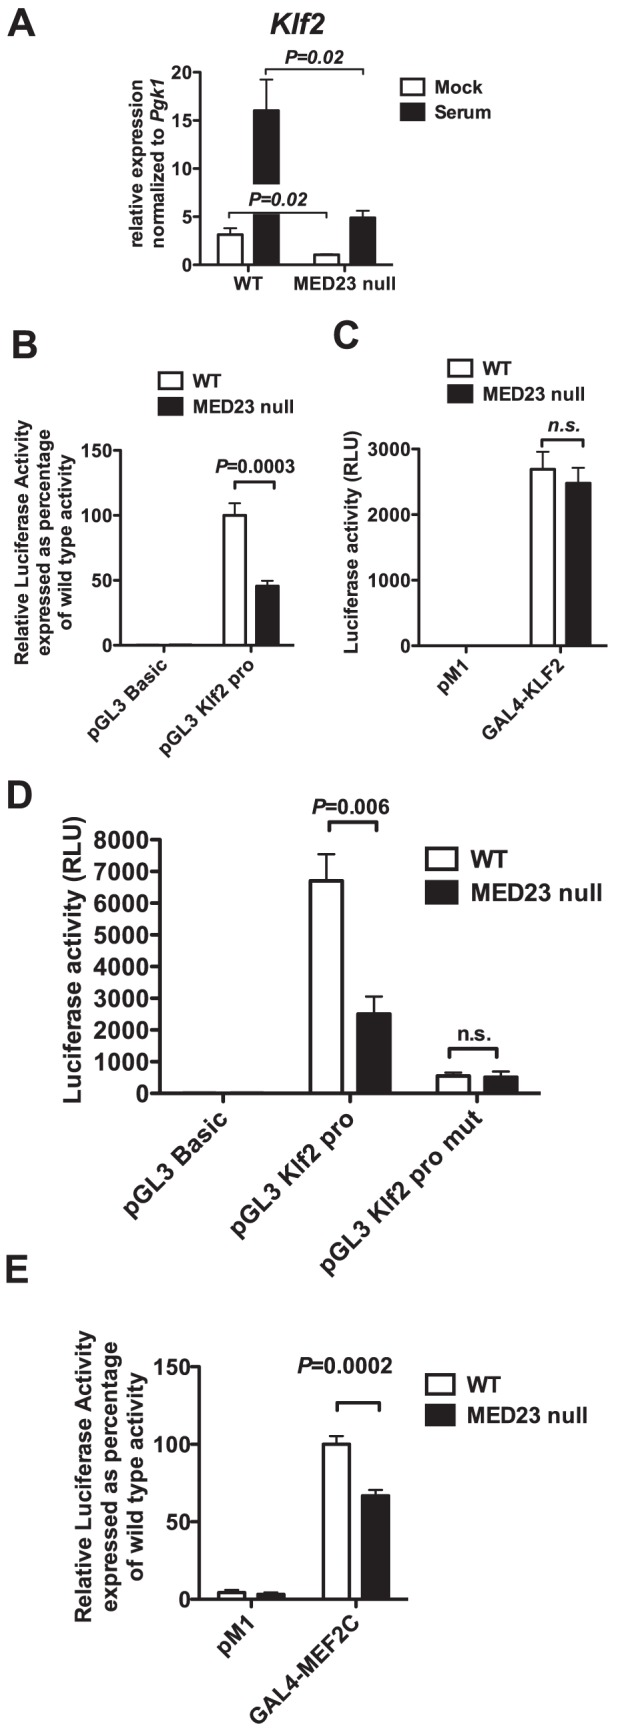
MEFs lacking MED23 show altered *Klf2* expression. **A**, *Klf2* mRNA expression by qRT-PCR in *Med23^+/+^* (WT) and *Med23^Δflox/Δflox^* (MED23 null) MEFs treated with Cre adenovirus, then three days later starved overnight and treated with serum for 1 hour. *N* = 4, mean +/− SEM, two-tailed t test, *P* = 0.02 for comparison of either mock or serum-treated samples. **B**, Activity of a luciferase reporter construct driven by the *Klf2* promoter (pGL3-*Klf2*-pro) in WT and MED23 null MEFs (*N* = 6, mean +/− SEM, two-tailed t test, *P* = 0.0003). **C**, Activity of a GAL4-KLF2 fusion construct containing aa 1–88 of KLF2 in WT and MED23 null MEFs (*N* = 2, triplicates, mean +/− SEM). **D**, Mutation of a MEF2 site in the *Klf2* promoter construct (pGL3-*Klf2*-pro-mut) dramatically decreases activity of the construct (*N* = 2, duplicates, mean +/− SEM). **E**, A GAL4-MEF2C fusion construct is dependent upon MED23 for full activity (*N* = 4–8, mean +/−SEM, two-tailed t test *P* = 0.0002). pGL3 Basic and pM1 are empty luciferase and GAL4 DNA binding domain (DBD) vectors respectively. n.s., not statistically significant.

We next examined the activity of a luciferase reporter driven by the *Klf2* promoter (pGL3-*Klf2*-pro) and found that its activity was significantly decreased in MEFs lacking MED23 (Figure 6B; *N* = 6, *P* = 0.0003). Since there is evidence that expression of KLF2 target genes, *Cd52* and *S1pr1*, is also affected by MED23 loss, we examined the activity of a construct fusing the GAL4 DNA binding domain (DBD) to the first 88 amino acids of KLF2, which includes the activation domain (GAL4-KLF2). We found that in contrast to the effect of MED23 on *Klf2* expression, MED23 loss does not adversely affect KLF2-dependent transactivation (Figure 6C).

It has previously been reported that MEF2 binds to the *Klf2* promoter, and that this binding is required for MAPK/ERK5-dependent expression of *Klf2* in response to shear stress [39],[47]. MEF2C is also reported to be a serum-responsive transactivator [48], further suggesting it contributes to the serum-dependent expression of *Klf2* (Figure 6A). We found that mutation of this MEF2 binding element in our *Klf2* promoter luciferase construct dramatically decreased its activity in both wild type and MED23 null MEFs (Figure 6D). The remaining luciferase activity after mutation of the MEF2 site was MED23-independent as the activity of the mutated construct was the same in wild type and MED23 null MEFs (Figure 6D). Based on this result, we tested the transactivation capacity of a GAL4 DBD full length MEF2C fusion construct (GAL4-MEF2C) and found that it was decreased by about 40 percent in MEF23 null MEFs (Figure 6E, *N* = 4–8, *P* = 0.0002). This suggests that MED23 could mediate *Klf2* expression by providing coactivation function to MEF2 transcription factors.

## Discussion

In this study, MED23 was found to have a rather specific role in T-cell gene expression and development/function, even though it is a subunit of the global coactivator complex Mediator. With regard to T-cell biology, we found that MED23 is necessary for T-cells to populate the periphery. We also showed that *Med23* is required for the expression of target genes, *Egr1* and *Klf2*, which have both been previously shown to reduce T-cell numbers outside the thymus when mutated (Figures 3 and 4) [36],[45],[49],[50]. MED23 is also required to maintain KLF2 protein levels and KLF2-target gene expression (*Cd52*), indicating that the reduction in *Klf2* gene expression has functional consequences for the cells (Figure 5). Finally, the transactivation function of the MEF2 family of transcription factors includes a MED23-dependent component and may contribute to *Klf2* expression (Figure 6).

### The phenotype of *Med23^flox/flox^;Lck-Cre* mice is distinct from the T-cell phenotypes of *Elk1^−/−^* and *Elk4^−/−^* mice

Mice null for ELK1, an ETS family transcription factor that is known to utilize Mediator via the MED23 subunit [20], have no obvious phenotype [51]. However, knockout of fellow ETS family member ELK4 (SAP1) results in defective positive selection of T-cells in the thymus and double-knockout of both *Elk1* and *Elk4* enhances this defect [52]. Despite evidence that both ELK1 and to a lesser degree, ELK4 require the MED23 subunit for coactivation by Mediator [17],[20], we did not see a defect in positive selection. Several reasons for this phenotypic disconnect are possible. First, the timing of *Med23* deletion with *Lck-Cre* (DN4) may be too late to influence positive selection (i.e. MED23 protein may still be present during the critical events). In the future, use of a different Cre transgene that produces earlier deletion in the T-cell compartment could help answer this question. Second, the level of MED23-dependent coactivation provided to ELK4 in T-cells may be insufficient to affect positive selection. In this regard, our own and other studies have shown that loss of MED23 can have the effect of decreasing, but not ablating expression of target genes [17],[20]. A third possibility is that the subset of ELK1/ELK4 target genes that are MED23-dependent in T-cells are not those that are required for normal positive selection. Other models support this possibility, as we have found that both the transcription factors CREB and HIF require the coactivators CBP and p300 for expression of some, but not all of their target genes [5],[8],[12],[53]. Likewise, it has been shown that cellular context influences the requirement for MED23 for the expression of target genes in MEFs compared with ES cells, even in response to the same stimulus [17].

### MED23 target genes *Klf2* and *Egr1* impact the number of peripheral T-cells in knockout mouse models

We have shown that conditional deletion of *Med23* in the T-cell lineage of mice produces T-cells with a decreased ability to populate the periphery (Figures 1 and 2). It seems likely that this defect may be linked to a decrease we observe in *Klf2* mRNA and KLF2 protein levels in single positive thymocytes, since *Klf2* deletion in T-cells results in a similar, albeit more complete loss of peripheral T-cells [36],[45],[50].

The reduced expression of *Egr1* in MED23 null T-cells may also play a role in their decreased ability to populate the peripheral organs. *Egr1* has been shown to be necessary for the survival of recent thymic emigrants in the periphery, although this phenotype was seen only in TCR transgenic mice [49]. Interestingly, other phenotypes associated with *Egr1* deletion, such as increased thymocyte number [54], were not seen in our study. One possible explanation is that deletion of *Med23* during thymic development (DN4 stage for the *Lck-Cre* transgene used in this study) [41] results in a milder phenotype than would be seen if MED23 were absent from the start of thymic development.

Our data show that MED23 is required for full expression of the endogenous *Klf2* gene in both T-cells and MEFs (Figures 5 and 6). Our *in vitro* data suggest that MEF2 transcription factors may play a role in *Klf2* expression in MEFs, as mutation of a MEF2 binding site in a *Klf2* promoter luciferase reporter construct drastically reduces the activity of the construct (Figure 6D). Likewise, the transactivation function of a GAL4-MEF2C fusion construct is significantly reduced in MED23 null MEFs (Figure 6E), suggesting that MEF2 family members may utilize MED23-dependent mechanisms of coactivation. *Klf2* has been previously reported to be induced in a MAPK/ERK5-dependent manner by shear stress in endothelial cells through the transcription factor MEF2 [47]. However, knockout of ERK5 in mouse T-cells produces no deficit in thymocyte development or peripheral T-cell numbers, although there was impaired induction of *Klf2* mRNA in response to TCR signaling [55] [56]. MEF2C expression has been shown to be critical for commitment to the lymphoid lineage, but does not seem to be necessary for thymocyte development [57]. Thus, whether MEF2 is the key regulator of *Klf2* in T-cells remains to be established.

### Cell type context in Mediator MED23 subunit utilization

The MED23 subunit was originally implicated as critical for recruitment of the Mediator complex by the transcription factor ELK1, as well as the adenovirus E1A protein [20]. More recently, it has been shown that in at least some gene contexts, the MED23 subunit also appears to be important for the transition from paused to Ser2 phosphorylated elongating RNA Polymerase II via the recruitment of positive elongation factor b (P-TEFb) [58]. In this scenario, the Mediator complex is recruited to target gene promoters equally in the presence or absence of MED23; however, MED23 is required for gene transcription to occur [58]. It is not clear yet what context determines which coactivation mechanism(s) MED23 can contribute in specific cell types or at certain promoters. Our study contributes to the findings that the MED23 subunit of Mediator is required for the expression of a narrow, but important subset of genes in a range of cell types [17],[20]–[22],[58].

Here we described a new *Med23* conditional knockout mouse and its utility in studying this Mediator subunit *in vitro* and *in vivo*. Using this model, we established that MED23 has a rather specific biological role in the context of T-cells, and is critical for the expression of the T-cell master regulatory transcription factor, KLF2.

## Supporting Information

Figure S1 Conditional allele of *Med23* results in a null allele after cre-mediated recombination. **A**, Targeting strategy for *Med23* conditional knockout mice. **B,C**, Southern (**B**) and western (**C**) showing efficient deletion of *Med23* floxed alleles and MED23 protein in thymus from a *Med23^flox/flox^;Lck-Cre* mouse. Western blot performed using an antibody raised against amino acids 906–925.
(PDF) Click here for additional data file.

Figure S2 Mice with efficient Med23 deletion have reduced peripheral T cell numbers. **A**, Scatter plots showing CD4 vs CD8 (thymus) or B220 vs CD3 (spleen and blood) for one *Med23^+/+^;Lck-Cre* control mouse and four *Med23^flox/flox^; Lck-Cre* mice. **B**, Southern blot showing that *Med23^flox/flox^; Lck-Cre* mice #1, 3 and 4 have efficient recombination of the floxed alleles while #2 has less than 50% recombination. **C**, Western blot confirming MED23 protein loss in efficiently deleted *Med23^flox/flox^; Lck-Cre* mice.
(PDF) Click here for additional data file.

Figure S3 *Med23^Δflox/Δflox^* MEFs treated with adenovirus expressing Cre recombinase show efficient deletion of MED23. **A**. Semiquantitative PCR of genomic DNA from Cre adenovirus treated wild type (*Med23^+/+^*) and *Med23^Δflox/Δflox^* MEFs demonstrating efficient recombination of the conditional *Med23* allele. Bands for the wild type (WT), conditional (flox) and recombined conditional (Δflox) alleles are indicated. **B**. Western blot of Cre-adenovirus treated wild type and *Med23^Δflox/Δflox^* MEFs showing loss of MED23 protein. Non-specific band shown as loading control.
(PDF) Click here for additional data file.

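Table S1 lists, for each mouse, the share of cells that carry YFP, a reporter switched on by Cre recombination, in thymic subsets and in T-cells of spleen, lymph nodes and blood. The mice are 2 *Med23+/+;Lck-Cre;YFP* controls and 7 *Med23 flox/flox;Lck-Cre;YFP* mice. The share among DP thymocytes ranged from 17.2% to 85.5% in the controls and from 14.8% to 52.6% in the others, and for Figure 1C the paper divides each mouse's values by it.

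Recomputed from the paper's values in this way, YFP+ CD4 T-cells of the blood stood at 95.5% of the DP value in the controls (n = 2) and at 30.7% ± 5.50 (SD, n = 7) in the *Med23 flox/flox;Lck-Cre;YFP* mice, and CD8 T-cells of the blood at 94.7% and 23.5% ± 6.09. In lymph nodes the values were 95.1% and 29.9% ± 6.62 for CD4 and 93.1% and 40.6% ± 10.8 for CD8 T-cells, and in spleen 98.1% and 53.7% ± 10.7 for CD4 and 94.5% and 52.9% ± 13.0 for CD8 T-cells. In these 6 populations every *Med23 flox/flox;Lck-Cre;YFP* mouse lay below both controls, with p = 0.0556 from a two-sided exact permutation test. Since 2 mice against 7 give only 36 splits, such p values are coarse, and 0.0556 is the smallest that this test can give. It could not fall under 0.05 for any values, so the complete separation is the result to read. Within the thymus, CD4 SP cells stood at 89.9% and 102% ± 14.9 (exact p = 0.278), CD8 SP cells at 91.9% and 104% ± 18.7 (exact p = 0.5) and DN cells at 42.9% and 60.5% ± 20.6 (exact p = 0.278).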

Table S1 YFP^+^ percentages for each cell population in each mouse that were used to calculate the average normalized YFP^+^ percentages shown in Figure 1C.
(XLSX) Click here for additional data file.

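Table S2 gives 26 probe sets with their scaled signals on the 12 arrays, the ratio of αCD3 to mock signal in each mouse and the ratio of the mean control to the mean MED23 null signal after αCD3. Its probe sets had to be called present or marginal on the αCD3 arrays, and its signals equal the deposited ones to within 0.000437% when each array is scaled by a mean with 10% of the values trimmed at each end.

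Beyond the genes named in the text, *Gadd45b* was induced 9.81-fold ± 5.36 (SD, n = 4) in control and 2.00-fold ± 0.771 (SD, n = 2) in MED23 null mice, a log2 difference in induction of -1.46 (standard error 0.31, adjusted p = 0.809). With the pseudocount added to each signal, its log2 change in controls was 2.18, below the 2.30 of *Xcl1*, whose ratio was smaller. The exact size of the *Gadd45b* ratio in controls, and of its contrast with the null mice, therefore cannot be read. *Rrad*, a small GTPase gene, was induced 2.75-fold ± 0.472 and 1.34-fold ± 0.419, *Nfatc1* 3.39-fold ± 0.643 and 1.93-fold ± 0.614, and the chemokine gene *Xcl1* 6.96-fold ± 3.12 and 4.38-fold ± 0.101 (SD, n = 4 and 2). *Itm2a* was induced 4.11-fold ± 1.20 and 3.65-fold ± 0.648 and *Irf1* 2.95-fold ± 0.655 and 2.52-fold ± 1.22, so that for *Xcl1*, *Itm2a* and *Irf1* the means differed by less than the SD of the control mice. After αCD3 the control signal was 1.85 times the MED23 null signal for *Gadd45b*, 1.71 times for *Rrad*, 1.57 times for *Nr4a1*, 1.19 times for *Irf1* and 1.18 times for *Xcl1*.

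Each of the 26 probe sets had a smaller log2 induction in MED23 null than in control mice, with a median difference of -0.52, and 2 were lower when adjusted over the list alone. The study chose these probe sets on the control mice shown, so this direction is not independent evidence. Of the 26, 11 rose in control mice and 2 in MED23 null mice at an adjusted p under 0.05 from limma over all probe sets, and none differed in induction.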

Table S2 Genes induced at least two fold by *ex vivo* αCD3 treatment of total thymocytes from control (*Lck-Cre* and *Med23^flox/flox^*) mice based on microarray analysis.
(XLSX) Click here for additional data file.

Table S3 Genes expressed at least two fold higher in *ex vivo* mock-treated total thymocytes from control (*Lck-Cre* and *Med23^flox/flox^*) mice compared with *Med23^flox/flox^; Lck-Cre* mice based on microarray analysis.

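Table S3 gives 47 probe sets with their scaled signals and the ratio of the mean control to the mean MED23 null signal in mock-treated cells, of which 38 had a mean signal of at least 100 in a condition. Probe sets called absent on all mock arrays were left out by the study.

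Beside *Cd52*, the table holds abundant lymphocyte genes. *Ly6d*, a surface antigen gene, had a mock signal of 3040 ± 1352 (SD, n = 4) in control and 605 ± 394 (SD, n = 2) in MED23 null cells (log2 -2.28, standard error 0.48, adjusted p = 0.328), *Crip1*, a LIM domain gene, 2971 ± 534 and 1379 ± 62.5 (adjusted p = 0.263), and *Dntt* 7064 ± 730 and 3507 ± 1128 (adjusted p = 0.328). The highest ratio was that of *Anp32a*, 14.2, whose control signals were 1330 ± 860 (SD, n = 4) and whose MED23 null signals were 93.9 ± 92.2 (SD, n = 2). This null mean lay below 100 with an SD nearly as large, so the size of the ratio cannot be read. Other members had low signals, such as *Orm1* at 48.7 ± 15.0 and 6.10 ± 0.283.

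On the arrays used for the choice, 36 of the 38 probe sets were over 2-fold lower in MED23 null cells and their median log2 difference was -0.997, with 26 lower when adjusted over the list alone, which is not independent evidence of direction. On the αCD3 arrays of the same mice, which were not used for the choice, the median was -0.21 and 6 remained over 2-fold lower, namely *Cd5*, *Cd52*, *Cmah*, *Ly6d*, *Slfn1* and *Sqor*. Conversely, 496 probe sets over 2-fold lower in MED23 null cells after αCD3 had a median of -0.73 there and of -0.03 in mock-treated cells.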

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

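Total thymocytes of 2 *Lck-Cre* (*Med23+/+;Lck-Cre*), 2 *Med23 flox/flox* and 2 *Med23 flox/flox;Lck-Cre* mice were measured after mock treatment and after αCD3, with 1 array per mouse and treatment and 12 arrays in all. Conditions were taken from the sample labels and from the column names of Tables S2 and S3. The description of the αCD3 sample of *Lck-Cre* replicate 2 conflicts with a supplementary legend in 1 identifier, so the description was not used. Samples of the quantitative PCR, flow cytometry, sorted CD4 single positive thymocytes and embryonic fibroblasts were not analysed here, apart from the percentages that the paper prints in Table S1.

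The values analysed are intensities on a linear scale, which the authors computed per probe set as MAS5 signals before they were deposited, from Affymetrix Murine Genome U74A Version 2 arrays; the labels do not state a version of MAS5. The study then scaled the arrays in Spotfire to a baseline array by a trimmed mean and used detection calls to choose probe sets. The scaling was repeated with 2% trimmed at each end, as set before the data were examined; the values printed in Tables S2 and S3 are matched by 10%, which was added as an alternative. Detection calls were not used here, and a mean signal of at least 100 in at least 1 of the 6 conditions took their place. For arrays there is no count of reads, and the number of arrays limits the precision.

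The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Signals were taken to the log2 scale after 50 was added. Of 12488 probe sets, 66 controls were left out and 9478 passed the filter. The αCD3 minus mock differences within each mouse were fitted with a mean for control and for MED23 null mice that shared a spread, which leaves 4 residual degrees of freedom, and the means and their difference were tested. Mock arrays and αCD3 arrays were compared between MED23 null and control mice, and mock arrays between the control genotypes, in separate fits, so that 6 comparisons were made. Each was tested with eBayes and adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. The rules of the study were counted on linear signals, as a mean ratio of at least 2 or a ratio of means over 2.

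Gene symbols come from the platform annotation. Of 10855 probe sets with 1 symbol, 10839 were matched by Entrez ID to the annotation of GRCm38.p6, which was used for names only, with no coordinates printed. A further 396 probe sets have several symbols and 1237 none. Genes were named by a rule set before the data were examined. It took the genes of the paper's text, the genes of Tables S2 and S3, whose values in those tables had been seen, and up to 10 probe sets in each direction with the largest log2 difference among those past the threshold and changed alike in all mice. Where none passed, it took the 5 in each direction with the largest test statistics among probe sets without overlap. It also took up to 4 members of each gene list with the largest differences. *Tnfrsf9* and *Bcl2* were named after their values were seen.

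The 17 gene lists were written from textbook knowledge before the data were examined. They cover immediate early and MAPK/ERK response genes, T-cell activation genes, genes of KLF2 and of egress and homing, markers of mature single positive, DP and DN thymocytes, B cells, myeloid, erythroid, epithelial and NK cells, and genes of apoptosis, the cell cycle, Mediator, ETS and MEF2 factors, interferon and heat shock. Each gene was represented by its probe set with the highest mean signal, or by the one in Tables S2 and S3. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation in 5 comparisons, which makes 85 tests, adjusted over the 17 lists within each comparison. Of these, 16 passed with the preset correlation and 3 with the estimated one, the latter being the T-cell activation list in control and in MED23 null induction and the immediate early list in control induction. The probe sets of Tables S2 and S3 were first part of this adjustment and were taken out of it after a first look at the results, since the study chose them on these arrays.

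The calls were tested on simulated data with the observed spread, in 5 runs with 100 probe sets changed 2-fold and 100 changed 4-fold. The share recovered at 2-fold was 18.4% for induction in MED23 null cells and 12.2% between the control genotypes. Between MED23 null and control cells it was 44.4% in mock-treated and 26% in αCD3-treated cells. With fewer true changes than were planted, these shares could be lower. With nothing changed, 1 false call was made in all runs, in the αCD3 comparison. All of the changed lists and none of the unchanged lists were called. The alternatives were other pseudocounts, filters and scalings, quantile normalization, a variance trend, 1 control genotype only, no block by mouse, a joint fit with the mouse as a random block, each mouse left out in turn, and stricter forms of the rules of the study. Signal limits of 150, 200 and 300 on every control array were chosen after seeing the data, as were the 10% trimmed scaling and the gene lists with 1 control genotype. For Table S1, groups were compared by a two-sided exact permutation test over 36 splits.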

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

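The tests of a weaker stimulus, of the *Lck-Cre* transgene, of the share of mature single positive thymocytes and of T-cell receptor stimulation before or during culture were chosen only after the results were seen, and the tests of the stimulus and of the mature share were redefined after earlier versions had been computed.

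Each of the 26 probe sets of Table S2 had a smaller log2 induction in MED23 null than in control thymocytes, with a median difference of -0.52. Selection on the control mice is argued against as the whole cause. For 57 probe sets chosen in *Lck-Cre* and 83 chosen in *Med23 flox/flox* mice, mice of the other control genotype were compared with MED23 null mice. The lowest median of such a control mouse still exceeded the highest of a null mouse, by at least 0.176 on the log2 scale. The other control genotype lay above the null mice for 46 of the 57 and 53 of the 83. Its median fell from 1.45 in the choosing genotype to 1.06 and from 1.45 to 0.65, against 0.66 and 0.35 in null mice. Selection may therefore account for part of the difference. A weaker stimulus of every induced gene and an effect of the genotype on particular genes cannot be told apart. Among *Ccl3*, *Ccl4*, *Tnf* and *Xcl1* the lowest MED23 null share of the control induction exceeded the highest among the 7 genes named in the paper. The gap was 3.68 percentage points in the null mouse with the smaller gap and 6.64 points for the mean of both. Genes differ in their response curves, however. The study also chose the 7 genes for a lower αCD3 signal in these null mice, which by itself favours a lower share. As a hypothesis, loss of MED23 may lower the induction of part of the 26 probe sets. This remains untested apart from the fit, where no probe set passed the test of the difference. A difference in RNA quality also stays open, as untested. The actin 3' to 5' ratio of the αCD3 arrays was 1.90 and 1.61 in MED23 null and 1.35 to 1.41 in control mice and so goes with the genotype. The *Gapdh* ratio of these arrays, 0.636 and 0.766 in MED23 null and 0.599 to 0.648 in control mice, overlapped.

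Markers of mature single positive thymocytes were mostly lower in mock-treated MED23 null cells (9 of 11, none past the test). Their median log2 difference was -0.91, and the list's camera call was lost with an estimated correlation (adjusted p = 0.446). The *Lck-Cre* transgene is argued against as the whole cause, since in each of 4 pairings of mice the median of this list was higher in *Lck-Cre* than in *Med23 flox/flox* mice, by at least 0.151. A lower share of mature single positive thymocytes and lower expression within them cannot be told apart: for the 9 markers with a control signal of at least 200 the chi-square of a common change was 8.2 times its degrees of freedom (8.21 times with all 11), from *Ccr7* at -1.26 (standard error 0.27) to *Gata3* at 0.22 (standard error 0.17), but transcripts shared with other thymocytes could dilute some markers more than others. *Dntt*, a gene of immature thymocytes, was also lower (-1.03, standard error 0.22), and against *Med23 flox/flox* mice alone the median was -0.23. As a hypothesis, loss of MED23 may lower several of these genes, which stays open beside the share of mature cells. The paper reports normal proportions of DN, DP and single positive thymocytes by CD4 and CD8. It gives no separate count of the more mature cells among the single positive ones.

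The *Klf2* signal of mock-treated cells was 379 ± 50.7 (SD, n = 2) in *Lck-Cre* and 56.0 ± 11.8 (SD, n = 2) in *Med23 flox/flox* controls, a log2 difference of 2.02 (standard error 0.19, adjusted p = 0.307 from limma). The *Med23 flox/flox* signals lay below 100, so the exact size of this difference cannot be read, though 379 against a signal below 100 leaves a clear gap. A lower share of mature single positive thymocytes in the *Med23 flox/flox* mice cannot be told apart from lower *Klf2* expression. The upper quartile of the other 10 markers was 0.362, far below the 2.02 of *Klf2*. However, transcripts shared with other thymocytes could dilute these markers more. T-cell receptor stimulation as strong as αCD3 and lasting to the end of the mock culture is argued against, since over 26 T-cell activation genes the median difference, *Med23 flox/flox* minus *Lck-Cre*, was at most 0.061 in any of 4 pairings of mice, against a median induction of 0.89 in the *Lck-Cre* mice. Stimulation before harvest cannot be told apart from a difference between the genotypes, since its transcripts could have decayed in the 4 h of rest and 3 h of culture, and the median of the Table S2 probe sets, 0.0444 against 1.51 after αCD3 in controls, lay above 0 in 2 of the 4 pairings. The *Med23 flox/flox* allele or the absence of the transgene stays open, as untested.

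For the 14 probe sets that rose after αCD3 in control mice, swapping treatments within mice gives 8 assignments, too few for a share under 0.05; the real one, the 1 with as many, gave 14 calls and the highest other 0. In a fit without the mouse, 1 of 35 splits of the 8 control arrays, the real one, gave as many as its 42 calls, with 4 as the highest other. For the T-cell activation list and the immediate early list the real split gave the smallest p (1 of 35 each, smallest p of the others 4.56e-10 and 9.05e-06). The limit of 5% of the 35 splits, set in advance, overlooked that the arrays are paired: only 8 splits, the real one included, part the arrays of every mouse, too few for a share under 0.05. Among these the highest other number of calls was 0 and the smallest other p values of the lists were 3.33e-09 and 8.06e-05.

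Of 66 groups of 4 control values, 8 held a mouse or array far from the others, measured as its gap to the nearest value over the whole range, where chance gives about 1 in 20. For *Il2* after αCD3 (0.931), *Med23 flox/flox* replicate 1 had a signal of 29.2, against 6.10 to 7.70. For *S1pr1* this mouse had 325.9 after αCD3 (0.971), against 118.3 to 124.3, and an induction of 2.02-fold (0.915), against 0.631-fold to 0.748-fold. In mock-treated cells, *Lck-Cre* replicate 1 had an *S1pr1* signal of 190.9 (0.838), against 161.3 to 166.1. For *Elk4*, *Med23 flox/flox* replicate 1 had 196.7 in mock-treated cells (0.841), against 30.9 to 57.3, and 336.8 after αCD3 (0.848), against 82.1 to 120.9. Its αCD3 array also stood apart in the lower quartile of its signals (0.918) and in its mean correlation with the other arrays (0.928).

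*Mef2d* had a lower signal after αCD3 in all 4 control mice and a higher one in both MED23 null mice, a difference of 0.126 on the log2 scale that did not pass limma's test (adjusted p = 1). The paper reports probe sets lower in mock-treated MED23 null cells, whereas 455 probe sets were over 2-fold higher there than in *Lck-Cre* and 456 than in *Med23 flox/flox* controls, against 373 each way between the control genotypes. Lower were 353 probe sets against *Lck-Cre* and 322 against *Med23 flox/flox* controls.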

How the results depend on the processing

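The 10% trimmed scaling, the signal limits of 150, 200 and 300 on every control array and the lists with 1 control genotype were chosen after seeing the data. Of 433 alternative values for the 31 named genes and lists past the threshold, 295 stayed past it and 138 did not. *Klf2* reversed with the *Med23 flox/flox* controls only, to a log2 induction of 0.36 (adjusted p = 0.699), but between signals below 100, so that this gives no direction. Deposited values without scaling changed almost nothing, since they were already scaled alike, and so say nothing of stability. Block by replicate number: no call between genotypes in mock or αCD3 arrays, as without it.

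Induction in controls (14 calls) gave 27 with a pseudocount of 100, 33 with a filter of 200, 64 with a variance trend, 42 without the block by mouse, 61 in a joint fit, 0 with either control genotype alone, and 3 to 9 with a mouse left out. Induction in MED23 null cells (3 calls) gave 1 with a pseudocount of 16, without a filter or with quantile normalization, 8 with the trend, 0 with either control genotype or without the block, and 0 to 1 with a mouse left out. The difference in induction (0) gave 1 in the joint fit, mock cells (0) gave 1 with a filter of 200, 2 with the trend and 2 in the joint fit, and αCD3 cells (0) gave 5 with the trend. Of 85 list tests, 16 passed, 6 with the *Med23 flox/flox* controls only and 11 to 18 with a mouse left out. With an estimated correlation 3 passed, 0 with either control genotype alone, 1 without either null mouse and 2 to 3 without a control mouse.

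Probe sets past the 2-fold rules, in the order induction (809), lower after αCD3 (247), lower in mock (300) and higher in mock (275), were 1820, 671, 662 and 623 without a filter, 266, 64, 117 and 98 with a filter of 200, and 47, 7, 46 and 64 when every control mouse had to meet the rule. Limits of 150 gave 101, 14, 44 and 13, of 200 gave 68, 11, 30 and 8, and of 300 gave 34, 5, 17 and 6; set on control arrays, they remove probe sets low in controls, so that fewer higher than lower in mock is a result of the limit. Medians gave 423 for induction and 87 for lower after αCD3. The latter was 152 with quantile normalization, 114 with *Lck-Cre* and 413 with *Med23 flox/flox* controls only, and higher in mock was 455 and 456. With a mouse left out the ranges were 609 to 930, 123 to 313, 298 to 636 and 312 to 395. The lowest, 123, was without *Med23 flox/flox* replicate 1, and lower in mock rose to 570 and 636 without a null mouse, where a lone mouse is compared. Apart from fewer probe sets or mice, the cause was not tested. Signals near the background limit all 2-fold counts.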

Differences from the paper's values

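The paper reports 26 genes induced at least 2-fold by αCD3; by the mean ratio of its legend, with a signal filter in place of detection calls, 809 probe sets were induced at least 2-fold, and these include all 26. None of the alternatives set before the data were examined came within 1.5 times of the paper's 26; the nearest was the rule that every control mouse must meet, with 47, which included 16 of the 26. A signal of at least 300 on every control array, chosen after seeing the values, gave 34, within 1.5 times of the paper's value, and dropped 4 of its 26. Such limits on control arrays favour probe sets lower in MED23 null cells, so the counts below at these limits are no independent approach to the paper's.

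For induced genes at least 2-fold lower in MED23 null cells after αCD3, the paper's value is 7 and 247 probe sets were found. Of the alternatives set before the data were examined, only the rule that every control mouse must meet came within 1.5 times, with 7 probe sets, of which 2 are in Table S2; no signal filter, a filter of 200, deposited values, quantile normalization, either control genotype alone, medians and each mouse left out did not. Signal limits of 200 and 300 on every control array, chosen after seeing the values, gave 11 and 5; of the 6 probe sets of Table S2 that met the rule, 6 and 5 remained.

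Table S3 holds the paper's 47 probe sets over 2-fold lower in mock-treated MED23 null cells, and 300 were found, which include 36 of the 47. The rule that every control mouse must meet gave 46, within 1.5 times, and included 8 of the 47, whereas the other alternatives set before the data were examined did not come within 1.5 times. Signal limits of 150 and 200 on every control array, chosen after seeing the values, gave 44 and 30 and included 19 and 12 of the 47.

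The paper's text counts *Ier2* and *Egr2* among the genes at least 2-fold lower after αCD3. The ratio found was 1.98 for *Ier2* and 2.01 for *Egr2*, where the paper's own values in Table S2 are 1.95 and 1.97. *Ier2* reached 2.02 with the *Med23 flox/flox* controls only, 2.01 without *Lck-Cre* replicate 1 and 2.09 without *Med23 flox/flox* replicate 1. *Egr2* fell below 2 with the *Lck-Cre* controls only (1.86), without *Med23 flox/flox* replicate 1 (1.98) or replicate 2 (1.94), without null replicate 2 (1.98) and with medians (1.99). With 10% trimmed at each end, an alternative chosen after seeing the values, both genes fall below 2, at 1.95 and 1.97.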

Other observations

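*Klf2* and *S1pr1* were also read on the arrays of total thymocytes. The paper's measurements in CD4 single positive thymocytes (both genes) and in embryonic fibroblasts (*Klf2*) are not covered by these arrays. *S1pr1*, the receptor that T-cells use to leave the thymus, had a mock signal of 171 ± 13.6 (SD, n = 4) in control and 67.4 ± 3.32 (SD, n = 2) in MED23 null cells. The ratio was 2.53 (log2 -0.91, standard error 0.14, adjusted p = 0.219 from limma), with 2 of 2 null mice lower than every control mouse. Since the null signals lay below 100, the exact size of this ratio cannot be read. *Klf2* in MED23 null cells had a mock signal of 40.5 ± 5.23 (SD, n = 2), with both null mice below every control mouse. The log2 difference from all controls was -1.23 (standard error 0.69, adjusted p = 0.738 from limma). Since the null signals lay below 100, its exact size cannot be read. It rests mostly on the *Lck-Cre* controls, which lay above the *Med23 flox/flox* controls by a log2 value of 2.02. After αCD3 the *Klf2* signal lay between 28.9 and 88.1 in all 6 mice. *Il2*, which the paper measured by quantitative PCR, had array signals of 6.00 to 29.2 in control and 7.50 to 10.0 in MED23 null mice over both treatments, below the filter, so that its induction could not be read.

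Of 8 measured ETS and MEF2 factor genes, none passed the test in any comparison, and camera gave an adjusted p of 0.418 in mock-treated and 0.575 in αCD3-treated cells. The mock signal of *Ets1* was 3589 ± 486 (SD, n = 4) in control and 3276 ± 67.9 (SD, n = 2) in MED23 null cells. Genes of apoptosis and of the cell cycle did not differ as lists between MED23 null and control cells (mock adjusted p = 0.8 and 0.150, αCD3 adjusted p = 0.814 and 0.575), and *Ccnd2*, a D-type cyclin gene, had a log2 induction of 1.23 in control and 1.10 in MED23 null cells. After αCD3 the NK and cytotoxic list was higher in MED23 null cells (camera, adjusted p = 0.0438, and adjusted p = 0.344 with an estimated correlation, 0.215 and 0.194 with the *Lck-Cre* or the *Med23 flox/flox* controls alone), with *Gzma* at 1396 ± 116 (SD, n = 4) in control and 3760 ± 696 (SD, n = 2) in MED23 null cells. The KLF2 and homing list was lower there (2 of 12 lower when adjusted over the list alone; camera, adjusted p = 0.0175), a call that was lost with an estimated correlation (adjusted p = 0.221) and with the *Med23 flox/flox* controls alone (adjusted p = 0.143). *Lmo4*, a LIM domain gene, stood at 1192 ± 156 and 2509 ± 247 in mock-treated and at 1155 ± 166 and 2939 ± 331 in αCD3-treated control and MED23 null cells (SD, n = 4 and 2), without passing the test.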
